# Proximal tubular epithelia-specific transcriptomics of diabetic mice treated with dapagliflozin

**DOI:** 10.1016/j.heliyon.2022.e10615

**Published:** 2022-09-13

**Authors:** Noriko Uehara-Watanabe, Natsuko Okuno-Ozeki, Itaru Nakamura, Tomohiro Nakata, Kunihiro Nakai, Aya Yagi-Tomita, Tomoharu Ida, Noriyuki Yamashita, Michitsugu Kamezaki, Yuhei Kirita, Satoaki Matoba, Keiichi Tamagaki, Tetsuro Kusaba

**Keywords:** Diabetic nephropathy, Proximal tubular epithelial cell, Dapagliflozin, Hypoxia

## Abstract

Based on recent clinical trials using sodium-glucose co-transporter 2 inhibitor (SGLT2i) demonstrating the significant improvement of outcomes of diabetic kidney disease (DKD), the paradigm shift from “glomerulocentric” to “tubule centric” pathophysiology in DKD progression has been highlighted. Several responsible mechanisms for renoprotective effects by SGLT2i have been proposed recently, but the changes in proximal tubule-specific gene expression by SGLT2i in diabetic mice have not been elucidated. We report the analysis of the proximal tubular-specific pathway, demonstrating the downregulation of oxidative phosphorylation in dapagliflozin-treated *db/db* mice, a type 2 diabetic model. After 8-week treatment of dapagliflozin for *db/db* mice having a proximal tubule-specific tdTomato reporter, tdTomato-positive cells were isolated by FACS. Pathway analysis of RNA sequencing of isolated tubular epithelia revealed that oxidative phosphorylation was downregulated in dapagliflozin-treated mice. However, depletion of renal tissue ATP content in *db/db* mice was ameliorated by dapagliflozin administration. Pimonidazole staining demonstrated renal cortical tissue hypoxia in *db/db* mice, which was improved by dapagliflozin administration. This study suggests that dapagliflozin can ameliorate the excessive oxygen and ATP consumption, and subsequent tissue hypoxia in the diabetic kidney, which may explain, in part, the responsible mechanisms of the renoprotective effects of dapagliflozin.

## Highlights

• Oxidative phosphorylation is downregulated by dapagliflozin in the proximal tubules of diabetic kidneys.
• Renal tissue ATP content increased in dapagliflozin-treated diabetic mice.
• Dapagliflozin improved renal cortical hypoxia in type 2 diabetic mice.

## 1 Introduction

Recent clinical trials using sodium-glucose transporter (SGLT)2 demonstrated a notable risk reduction for renal outcomes, including decreases in eGFR or ESRD, in DKD patients [1, 2, 3]. Furthermore, more recent clinical trials using canagliflozin and dapagliflozin (Dapa) demonstrated the efficacy of these drugs for renal outcomes even in DKD patients with reduced kidney function [4, 5]. The molecular mechanisms of the renoprotective effects of SGLT2 inhibitors have been investigated in clinical and basic studies, and are thought to be attributed not only to their blood glucose reducing effects, but also to their effects on sodium excretion [6]. We recently demonstrated the renoprotection by ipragliflozin through 3 major mechanisms, i.e. reduction of oxidative stress in both tubular epithelia and glomerular podocytes, normalization of glomerular hyperfiltration, and amelioration of renal tissue hypoxia [7].

Considering the improvement of renal prognosis by SGLT2 inhibition in DKD patients, the paradigm shift from “glomerulocentric” to “tubule centric” has emerged in the pathophysiology of DKD progression [8, 9]. Although several renoprotective mechanisms by SGLT2 inhibitors have been reported, proximal tubule-specific analysis of detailed molecular mechanisms is limited. Several investigations *in vitro* have been performed, but one concern in *in vitro* experiments is the loss of this polarity and subsequent loss of expression of membrane transporters, including SGLT2, in tubular epithelia under culture conditions [10, 11]. In order to overcome these limitations, we performed transcriptomics analysis of proximal tubular epithelia sorted by flow cytometry from type 2 diabetic mice with a proximal tubule-specific fluorescence reporter. We confirmed the effects of dapagliflozin specifically in the proximal tubular epithelia under diabetic conditions.

## 2 Materials and methods

### 2.1 Mice and animal experiments

In order to generate type 2 diabetic mice having the tdTomato reporter specifically expressed in proximal tubular epithelia, we have recently generated mice with the CreERT2 cassette in the SLC34a1 locus (SLC34a1GCE), which can induce the expression of the Cre recombinase specifically in the proximal tubules after tamoxifen administration [12]. SLC34a1GCE mice were crossed with R26tdTomato mice, in which tdTomato fluorescence reporter is expressed after Cre-mediated excision of the floxed stop cassette. After further crossing with BL6 m+/+Leprdb (*db/m*) (CLEA Japan, Inc., Tokyo, Japan), we finally obtained type 2 diabetic (*db/db*) mice and non-diabetic heterozygote (*db/m*) mice, which have SLC34a1GCE and R26tdTomato transgenes. For genetic labeling of proximal tubules, tamoxifen (Sigma-Aldrich Co., LCC., St. Louis, MO) was dissolved in 3% (vol/vol) ethanol containing corn oil (Sigma Aldrich). Tamoxifen (3 mg/mouse) was injected intraperitoneally every other day 5 times into 8-week-old mice. For SGLT2 inhibition *in vivo*, 1.5 mg/kg of dapagliflozin (AstraZeneca Cambridge, UK) was administered through drinking water every day for 8 weeks as described previously [13]. Body weights and blood glucose levels were measured at 17:00 after 8 h fasting every 2 weeks. Blood glucose levels were measured by a glucometer (Glutest Every, Sanwa Kagaku Kenkyusho Co., Ltd., Aichi, Japan). After the experimental period, mice were anesthetized with isoflurane and euthanized. All experiments were approved by the Experimental Animals Committees of Kyoto Prefectural University of Medicine, and were performed in accordance with the institutional guidelines and Guidelines for Proper Conduct of Animal Experiments by the Science Council of Japan.

### 2.2 Tissue preparation and histological analysis

For frozen sections, kidneys were fixed with ice-cold 4% paraformaldehyde (Wako Pure Chemical Industries, Ltd., Osaka, Japan) for 1 h, incubated in 30% (vol/vol) sucrose in PBS at 4 °C for 16 h, embedded in optimum cutting temperature compound (Sakura FineTek Japan co., Ltd., Tokyo, Japan). For paraffin sections, the kidneys were fixed with 4% paraformaldehyde and embedded in paraffin by Applied Medical Research Laboratory (Osaka, Japan).

Kidney histology was examined on formalin sections stained with PAS. The area of approximately 100 glomeruli was measured using a BZ-X700/BZ-X710 microscope (Keyence Corporation, Osaka, Japan), and the average area was calculated as previously described [7].

### 2.3 Immunohistochemistry and assessment of renal tissue hypoxia

Renal tissue hypoxia was visualized by immunostaining of pimonidazole as described previously [7]. One hour before sacrifice, pimonidazole (HypoxyprobeTM-1, Natural Pharmacia International, Inc., Burlington, MA) in saline was injected intraperitoneally at a dose of 60 mg/kg. After deparaffinization and antigen retrieval, endogenous peroxidase was quenched with 3.0% hydrogen peroxide in methanol. Blocking was performed using 3.0% BSA in PBS. Then, sections were incubated with anti-pimonidazole antibody (PAb2627, 1:500, Natural Pharmacia International, Burlington, MA) or anti-Tom20 antibody (sc-11415, 1:250, Santa Cruz Biotechnology, Dallas, TX), followed by an incubation with HRP-conjugated secondary antibodies (Abcam, ab80437). Thereafter, sections were incubated with diaminobenzidine chromogenic substrate (K3468, Agilent Technologies, Inc., Santa Clara, CA), followed by counterstaining with hematoxylin. All sections were observed using an Eclipse E600 microscope (Nikon Corporation, Tokyo, Japan). Renal hypoxia was semi-quantitated by the immunostaining of pimonidazole as described previously [7]: the proportion of pimonidazole-positive renal tubules in the cortex was calculated by dividing the number of pimonidazole-positive renal tubules by the total number of renal tubules in each field. Hypoxia in the renal medulla was scored according to the following intensities: 0, negative; 1, weak; 2, moderate; and 3, strong staining.

### 2.4 Immunofluorescence analysis

For immunofluorescence, sections were rehydrated and permeabilized with 0.5% Triton X-100 in PBS for 5 min. Samples were blocked with 5% of normal goat serum in PBS and incubated with FITC-conjugated anti-LTL (Vector Labs, Cat. # FL-1321, 1:1000). Nuclear counterstaining was performed using DAPI or DRAQ5 (DR50050; BioStatus, Leicestershire, UK; 1:2000), followed by mounting in Prolong-Gold (Thermo Fisher Scientific). Images were obtained by confocal microscopy (FV1000; Olympus, Tokyo, Japan). tdTomato + tubules among LTL + tubules were quantified from 5 of 25 consecutive non-overlapping cortical fields in each kidney under high magnification (n = 5).

### 2.5 Separation of tdTomato-positive proximal tubular epithelia using FACS

tdTomato + labeled proximal tubular epithelia was isolated by FACS as described previously [14]. In detail, after mincing the kidney cortex, a single-cell suspension was generated via Liberase TL (5401020001: Sigma-Aldrich) and 60 units/ml of DNAse Inhibitor (D5025: Sigma-Aldrich) for 30 min at 37 °C. after washing twice with PBS, cells were filtered through 70- and 40-μm cell strainers, resuspended in PBS and 2% FBS with 1000:1 DAPI (1 mg/mL), and subjected to FACS using SH800 (SONY). During FACS, DAPI + dead cells were excluded. TdTomato + DAPI- cells were collected in DMEM and 10% FBS.

### 2.6 Measurement of ATP levels in renal tissues

ATP concentrations in renal cortex samples were measured using an ATP-bioluminescence assay with the “Tissue” ATP assay Kit (TOYO B-Net Co. Ltd, Tokyo, Japan) according to the manufacturer’s instructions. Relative ATP concentrations to tissue volume are expressed as the ratio to that of *db/m* mice kidneys.

### 2.7 RNA extraction and RNA sequencing

Total RNA was isolated from FACS-sorted cells from 3 mice in each experimental group using TRIzol (Life Technologies, Inc., Carlsbad, CA) and Direct-zol™ RNA MiniPrep (Zymo Research Corporation., Irvine, CA). Subsequently, RNA samples were provided to the NGS core facility of the Genome Information Research Center at the Research Institute for Microbial Diseases of Osaka University for library construction and sequencing. The library preparation was performed using a TruSeq stranded mRNA sample prep kit (Illumina, San Diego, CA) according to the manufacturer’s instructions. Sequencing was performed on an Illumina HiSeq 2500 platform in a 101-bp single-end mode. Sequenced reads were mapped to the mouse reference genome sequences (mm10) using TopHat v 2.0.13 (https://ccb.jhu.edu/software/tophat/manual.shtml) in combination with Bowtie2 ver. 2.2.3 (http://bowtie-bio.sourceforge.net/bowtie2/manual.shtml) and SAMtools ver. 0.1.19 (http://www.htslib.org/doc/#publications). The fragments per kilobase of exon per million mapped fragments (FPKMs) was calculated using Cufflinks version 2.2.1 (http://cole-trapnell-lab.github.io/cufflinks/) [15].

### 2.8 Bioinformatic analysis

Data analysis was carried out using R software. Genes with fewer than 0.3 FPKM in one-sixth of the samples were excluded from further analysis. edgeR package was used for differential expression analysis [16]. Genes with FDR <0.1 and absolute log2 fold change >1 were considered significantly differentially expressed genes. Performance of the samples was assessed with principal component analysis (PCA) plots. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis (https://www.genome.jp/kegg/kegg1.html) was performed using iDEP version 0.93 (http://bioinformatics.sdstate.edu/idep93/) with the generally applicable gene-set enrichment for pathway analysis (GAGE) method [17].

### 2.9 Statistics

Results are expressed as the mean ± SEM. Each experiment was performed using at least 5 mice per group. Statistical analysis was performed by analysis of variance and Tukey’s post hoc test for comparison of multiple variables. P-values < 0.05 were considered significant.

## 3 Results

### 3.1 Physiological and histological analyses of dapagliflozin-treated type 2 diabetic mice having a proximal tubular reporter

After injection of tamoxifen at 8 weeks 5 times, the mice (SLC34a1GCE-R26tdTomato-*db/db* or *db/m*) were used for experiments (Figure 1A). Three mouse groups were included in this experiment: *db/m* mice as non-diabetic controls, and *db/db* mice treated with 1.5 mg/kg/day of dapagliflozin (*db/db*-dapa) or vehicle (*db/db*) by drinking water for 8 weeks (Figure 1A). Blood glucose levels in *db/db* mice were significantly higher than those in *db/m* and *db/db*-dapa mice (Figure 1B). In contrast to previous findings on the antihypertensive effects of SGLT2i, no significant difference was noted in systolic BP between *db/db* mice and *db/db*-dapa (Figure 1C). Amount of urinary albumin excretion was larger in *db/db* mice, and it was ameliorated by dapagliflozin administration (Figure 1D). Regarding renal histology, on PAS staining of kidney sections, no evident tubular injury was observed in all experimental groups. Glomeruli were enlarged in *db/db* mice, whereas those in *db/db*-dapa mice were slightly smaller (Figure 1E and 1F).

**Figure 1:**
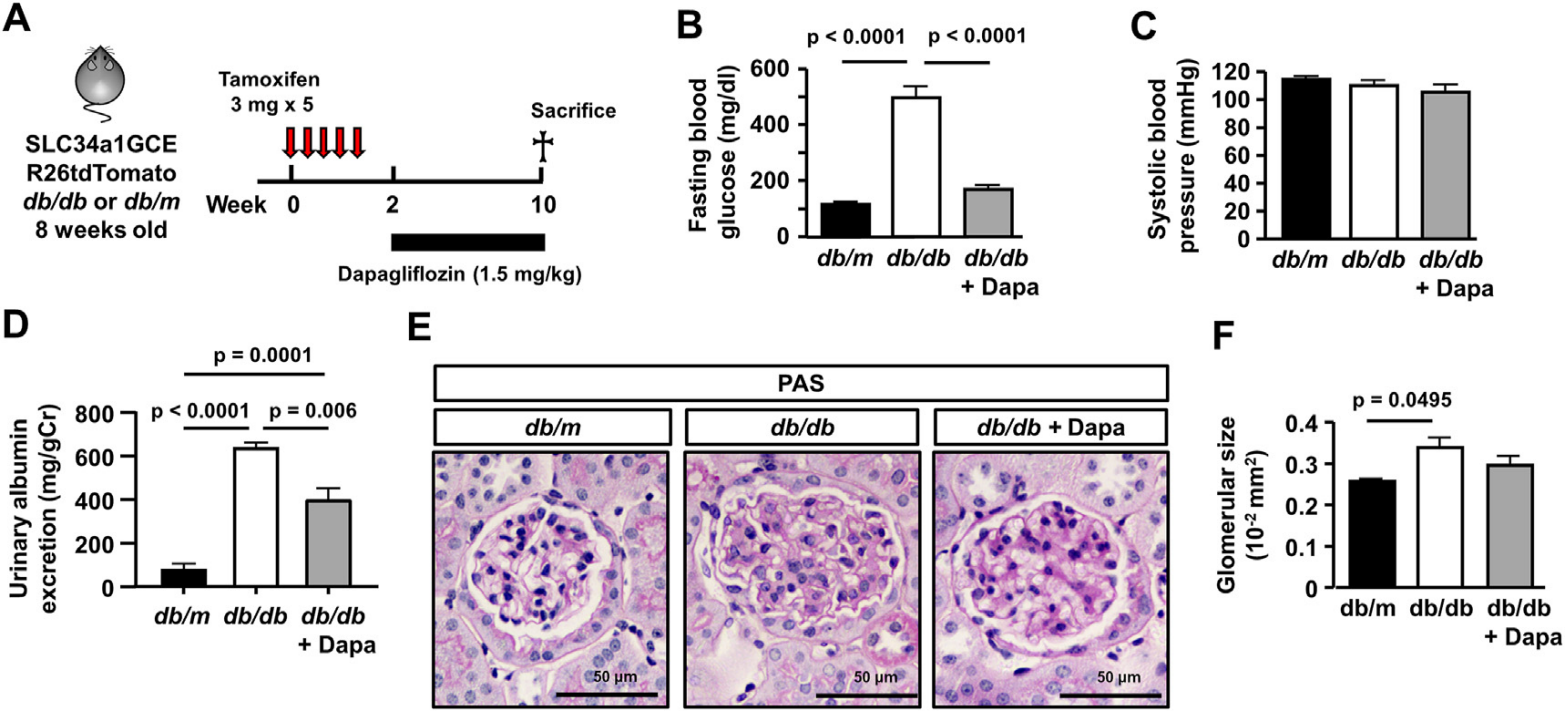
**Physiological and histological analyses of dapagliflozin-treated type 2 diabetic mice.** (A) Experimental protocol. Five injections of high-dose tamoxifen were administered to 8-week-old trigenic SLC34a1GFPCreERT2 (SLC34a1GCE), Rosa26-tdTomato (R26tdTomato), and *db/db*. Trigenic mice with SLC34a1GCE, R26tdTomato, and *db/m* were used as non-diabetic controls. (B) Hyperglycemia was improved by dapagliflozin. (C) Blood pressure was not different among experimental groups. (D) Increased urinary albumin excretion in *db/db* mice was improved by dapagliflozin. (E) Representative PAS staining of kidney sections and glomerulus. (F) Dapagliflozin reduced the glomerular size in *db/db* mice. N = 4–5 mice in each group. For all groups, data are means ± SEM, Bar = 50 μm in (E).

In order to exclude the possibility that long-term diabetic condition or dapagliflozin treatment affected the Cre-mediated recombination, we next evaluated the labeling efficiency in experimental groups. At the end of the experimental period, the percentages of labeled cells among proximal tubular epithelia were similar in both *db/m*, *db/db,* and *db/db*-dapa mice. This demonstrated that there was no involvement of cells from outside of tubules in diabetic kidney progression (Figure 2A and 2B).

**Figure 2:**
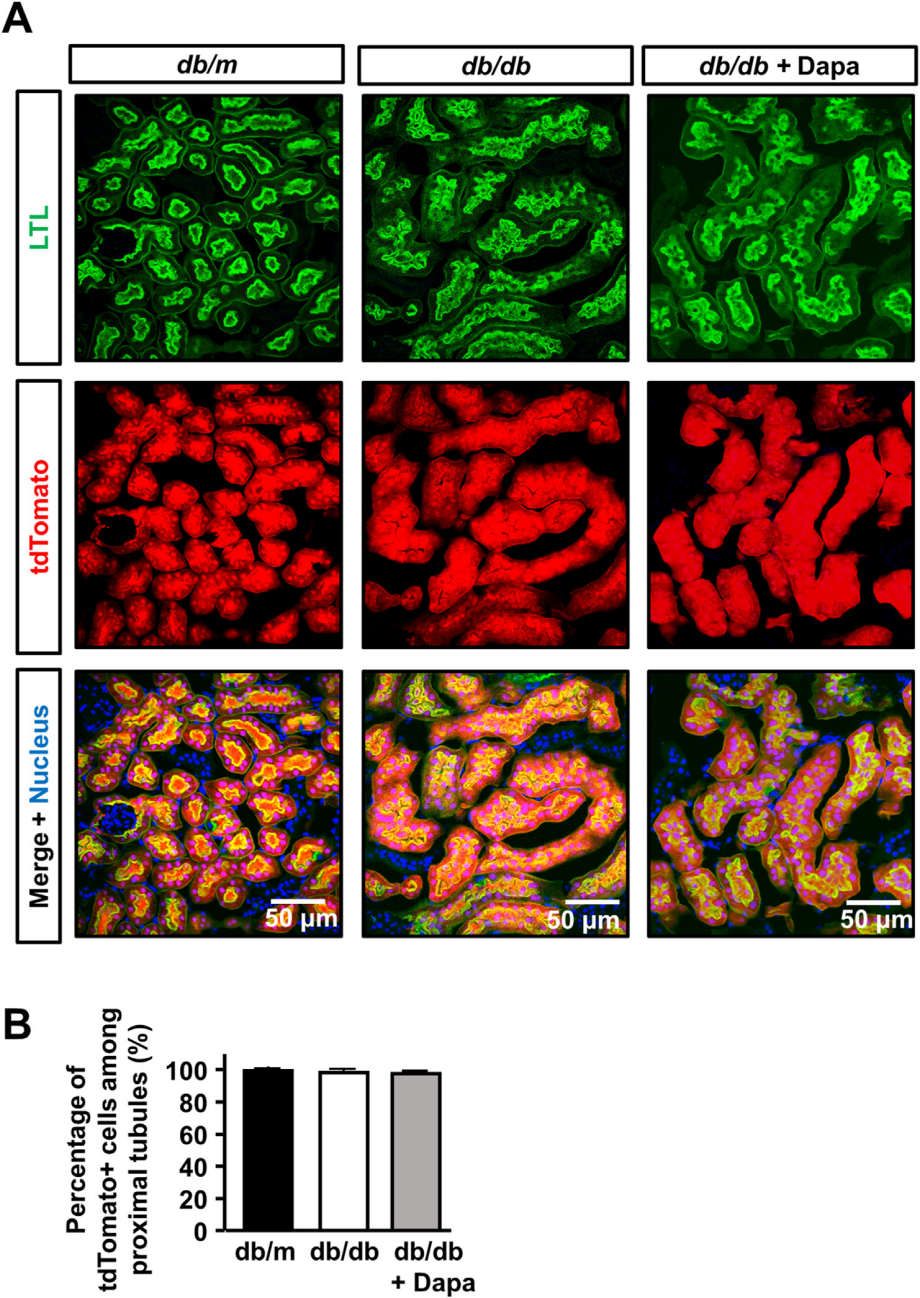
**Analysis of recombination efficiency in type 2 diabetic mice having a proximal tubule-specific tdTomato reporter.** (A) Immunofluorescence images for LTL, tdTomato, and DRAQ5 in the kidney of *db/m*, *db/db,* and *db/db*-dapa mice. (B) Quantification of tdTomato positivity among LTL + proximal tubular epithelia. For all groups, data are means ± SEM, Bar = 50 μm in (A).

### 3.2 Distinct transcriptional patterns and KEGG pathway analysis of gene expression in sorted proximal tubular epithelia

In order to investigate the change in proximal tubular epithelia-specific molecular pathways by dapagliflozin treatment in diabetic mice, we collected the tdTomato + tubular epithelia by FACS and RNA was extracted (Figure 3A). 

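Poly(A) RNA from the sorted tdTomato-positive cells of 9 mice was sequenced, 3 *db/m*, 3 *db/db* and 3 *db/db*-dapa mice. The *db/db* mouse carries a mutation of the leptin receptor and becomes obese and hyperglycemic, whereas the heterozygous *db/m* mouse does not. Dapagliflozin inhibits SGLT2, the glucose transporter of the proximal tubule encoded by Slc5a2, and was given at 1.5 mg/kg/day for 8 weeks. The tdTomato label follows Cre expressed from Slc34a1, which encodes a sodium-phosphate transporter of the proximal tubule. Each library came from 1 mouse, and replicates are separate animals. Slc34a1 lies on chromosome 13 of GRCm38 (mm10) from 55398187 to 55415592. Its level, in CPM (the count relative to the scaled library size), was 3819 ± 312 (SD, n = 3 mice) in *db/m*, 5110 ± 954 (SD, n = 3) in *db/db* and 4549 ± 83.5 (SD, n = 3) in *db/db*-dapa mice. Slc5a2 lies on chromosome 7 from 128265657 to 128272430. It was found at 913 ± 160 CPM (SD, n = 3) in *db/m*, 1327 ± 711 (SD, n = 3) in *db/db* and 1125 ± 269 (SD, n = 3) in *db/db*-dapa mice. For neither gene did *db/db*-dapa mice differ from *db/db* mice by more than the spread between mice. The log2 fold change was -0.17 (standard error 0.18) for Slc34a1 and -0.24 (standard error 0.34) for Slc5a2, with adjusted p = 0.879 and 0.902 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without *db/db* replicate 1, the value of Slc5a2 was 0.28.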

We further examined the differences in the transcriptome of proximal tubular epithelia between *db/db* mice treated with and without dapagliflozin by RNA sequencing. 

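The authors mapped the reads to mm10 with TopHat and Bowtie2 and calculated FPKM with Cufflinks. The deposited table lists 24421 genes by symbol for the 9 mice. Although it is named as FPKM, its values have the form of estimated read counts: 90.95% are whole numbers, 69.2% of the others end in a fraction of 0.5, and the sums differ between mice. The values were therefore treated as estimated counts and rounded to whole numbers. The counts summed to between 4817721 and 6571572 in *db/m* mice (median 5754910), between 2733349 and 7635669 in *db/db* mice (median 4951113) and between 6981225 and 9033123 in *db/db*-dapa mice (median 7626107). A count of 3 corresponded to 1.02 CPM in *db/db* replicate 1, the smallest library, and to 0.339 in *db/db*-dapa replicate 3, the largest. Counts were scaled with edgeR's TMM method. The paper's filter at 0.3 FPKM was applied at 0.3 CPM, and 15583 genes at or above it in at least 2 of the 9 mice were tested. The 9 mice were fitted together with edgeR's quasi-likelihood test, without pairing of mice, and p-values were adjusted by the Benjamini-Hochberg method. As in the paper, a gene was called differentially expressed at an adjusted p under 0.1 and an absolute log2 fold change over 1. Principal components and gene lists used log2(CPM + 1), a scale that understates the change of low genes. Between replicates of a group, Pearson's r over the tested genes was 0.955 to 0.992, and the common biological coefficient of variation was 0.259. In counts simulated with these means, library sizes and spread, the test recovered 151 of 200 genes changed 4-fold and 32 of 200 genes changed 2-fold.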

Unsupervised analysis of gene expression by the principal component analysis (PCA) revealed that the transcriptional landscapes of the *db/m*, *db/db,* and *db/db*-dapa were separated into independent clusters, indicating distinct gene expression patterns for the 3 experimental groups (Figure 3B). However, by comparing *db/db* and *db/db*-dapa, there were 13 genes among 15610 that exhibited differential expression (false detection rate-corrected p-value < 0.1, absolute fold change >2) (Figure 3C).

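On all 15583 genes, the first component held 41.7% and the second 19.6% of the variance. The first component did not order the mice by group. The scores of *db/m* mice were -21.5, -6.64 and -49.5, those of *db/db* mice -30.8, -18.1 and 45, and those of *db/db*-dapa mice -1.10, 36.7 and 45.9. On the second component, *db/m* mice lay at 28.1, 26.8 and 20.2, above the other groups. *db/db* mice lay at -44.2, -24.2 and -5.69, and *db/db*-dapa mice at -5.91, -0.17 and 5.17. The ratio of the spread between groups to the spread within groups (pseudo-F) was 1.86 for the 3 groups. Of the 280 ways to part the 9 mice into 3 groups of 3, 14 gave a ratio as large (exact permutation test, p = 0.05). For *db/db*-dapa against *db/db* mice the ratio was 1.17 (exact permutation test, p = 0.3). It was 1.71 for *db/db* against *db/m* mice and 2.98 for *db/db*-dapa against *db/m* mice (exact permutation tests, p = 0.1 for both, the smallest p that 3 against 3 allows). The nearest neighbor over all genes was a mouse of the same group for 6 of the 9 mice. *db/db* replicate 3 lay closest to *db/db*-dapa replicate 3, while *db/db* replicate 2 and *db/db*-dapa replicate 1 lay closest to each other. Leaving out *db/db* replicate 3 moved the ratio of the 3 groups most, to 2.56 (exact permutation test, p = 0.00714), and without *db/db*-dapa replicate 2 it was 1.41 (p = 0.161). From the positions of the mice on the PCA plot, the paper concludes that the 3 groups have distinct gene expression patterns.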

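When *db/db*-dapa were compared with *db/db* mice, 0 of the 15583 genes tested passed both thresholds, and the lowest adjusted p was 0.854 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p under 0.05 was found for 808 genes, 5.19% of those tested. Among these, 390 differed more than 2-fold, 92 of them higher and 298 lower in *db/db*-dapa mice. The values of the 2 groups did not overlap for 10.2% of the genes, where chance gives 10%. The smallest p-values belonged to 4 genes that were higher in each *db/db*-dapa mouse than in each *db/db* mouse. Car3, a carbonic anhydrase gene on chromosome 3 from 14863512 to 14872523, was at 170 ± 79.5 CPM (SD, n = 3) in *db/db*-dapa and at 37.7 ± 14.4 (SD, n = 3) in *db/db* mice, a log2 fold change of 2.19 (standard error 0.38). Slco1a1, an organic anion transporter gene on chromosome 6 from 141907282 to 141946962, was at 83.7 ± 65.4 and 5.69 ± 3.03 CPM (SD, n = 3 each), a log2 fold change of 3.82 (standard error 0.70). Cyp51, a sterol demethylase gene on chromosome 5 from 4081145 to 4104746, was at 138 ± 14.9 and 46.8 ± 20.4 CPM (SD, n = 3 each), a log2 fold change of 1.54 (standard error 0.29). Hsp90aa1, a heat shock protein gene on chromosome 12 from 110690605 to 110702728, was at 1912 ± 353 and 881 ± 179 CPM (SD, n = 3 each), a log2 fold change of 1.12 (standard error 0.23). The adjusted p of these 4 genes was 0.854 in each case (edgeR's quasi-likelihood test), and the exact permutation test gave p = 0.1. With each mouse weighted by its own variance in limma, 445 genes passed the thresholds, 164 higher and 281 lower. The largest of these weights was 5.24, for *db/db*-dapa replicate 2, and the lowest 0.313, for *db/db* replicate 3. The number also depended on single libraries: 272 genes passed without *db/db* replicate 3, 168 of them higher and 104 lower, and 1 gene, Slco1a1, passed without *db/db*-dapa replicate 2.

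**Figure D1:**
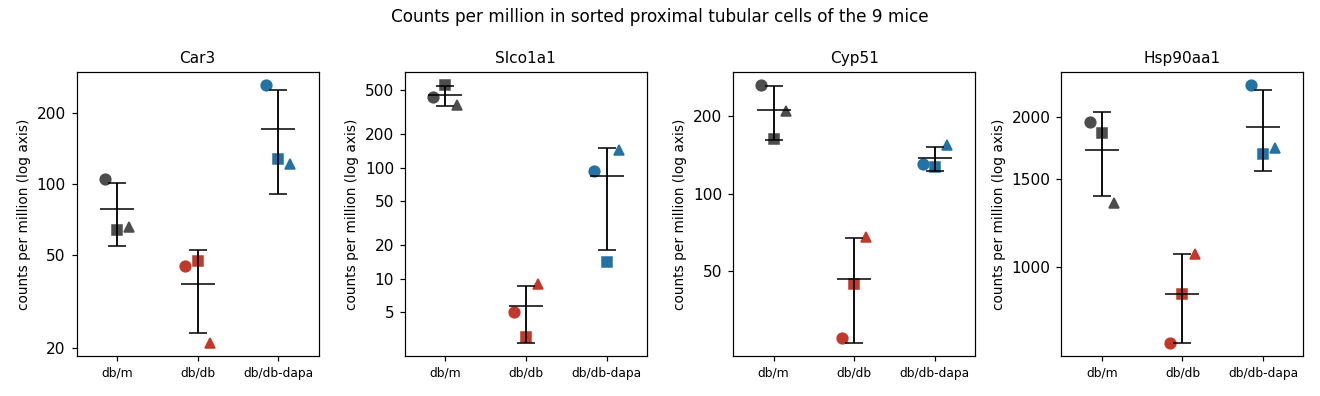
CPM (log axis) of Car3, Slco1a1, Cyp51 and Hsp90aa1 in sorted proximal tubular cells of *db/m*, *db/db* and *db/db*-dapa mice. Each symbol is 1 mouse (circle, replicate 1; square, replicate 2; triangle, replicate 3), and the horizontal line and bars are the mean ± SD of 3 mice. For each gene the 3 *db/db*-dapa mice lie above the 3 *db/db* mice.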

**Figure 3:**
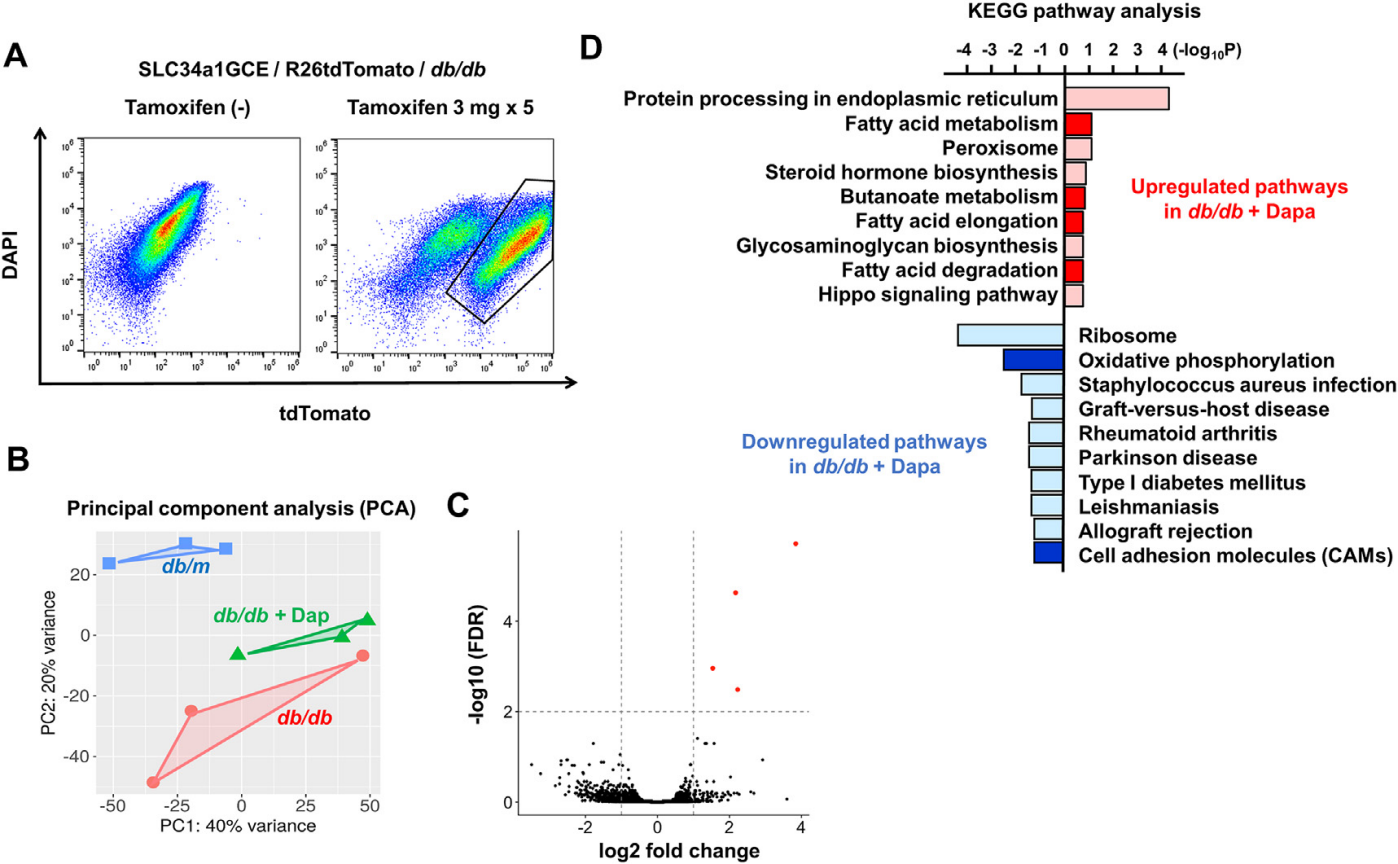
**Proximal tubule-specific transcriptomics in type 2 diabetic mice.** (A) Isolation of tdTomato + tubular epithelial cells using FACS (B) Principal component analysis (PCA) clustering with the samples from *db/m*, *db/db,* and *db/db*-dapa mouse kidneys demonstrated clear divergence among experimental groups. (C) A volcano plot showed that only 13 genes exhibited significant differential expression (p value < 0.1, absolute fold change >2) when comparing the tubular epithelia from *db/db* and *db/db*-dapa mice. Differentially expressed genes were individually color coded. (D) Enrichment analysis of the KEGG pathways for differentially expressed genes between *db/db* and *db/db*-dapa. Major significantly enriched KEGG pathways (adjusted p values < 0.05) are presented. For each KEGG pathway, the bar shows the fold-enrichment.

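Pathways were re-examined with 9 lists of gene symbols, named after pathways of Figure 3D and written before the data were examined. KEGG's own maps were not used here, so the lists are close to but not identical with them. The study chose these pathways on the same mice, so the tests are not independent evidence. Each list was tested with limma's camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 9 lists. In *db/db*-dapa against *db/db* mice, 9 of the 9 lists passed an adjusted p under 0.05. With fry, or with the correlation between genes estimated from the mice, 0 of the 9 did. With a test across genes after GAGE, which takes genes as replicates, 9 did. Protein processing in endoplasmic reticulum rose by a median log2 fold change of 0.22, with 91 of its 112 tested genes higher (camera, adjusted p = 9.43e-09). Its score, the mean log2(CPM + 1) of the list, was 6.64 ± 0.055 in *db/db*-dapa and 6.40 ± 0.055 in *db/db* mice (SD, n = 3 each; exact permutation test, p = 0.1). This was the smallest p the design allows, and fatty acid elongation, with a median of 0.21 and 22 of 25 genes higher, also reached it. Peroxisome rose by a median of 0.22, with 55 of 75 genes higher, and fatty acid degradation by 0.24, with 39 of 44 genes higher. Without *db/db* replicate 1 the medians of peroxisome, fatty acid degradation and fatty acid elongation were 0.067, 0.068 and 0.095, and the first 2 of these lists no longer passed. Antigen presentation and complement had a median of -0.45, with 36 of 39 genes lower. With 1 mouse left out it ranged from -0.93 (without *db/db* replicate 3) to -0.14 (without *db/db* replicate 1). Ribosome had a median of -0.26, with 78 of 82 genes lower. It ranged from -0.58 (without *db/db* replicate 3) to -0.066 (without *db/db* replicate 2), where it no longer passed. The exact permutation test of the list scores gave p = 0.2 for peroxisome, 0.4 for fatty acid degradation, 0.3 for antigen presentation and complement and 0.5 for ribosome. Over all genes tested, 0 members of these 6 lists had an adjusted p under 0.1 in edgeR's quasi-likelihood test. Adjusted over the list alone, 1 member did in peroxisome, in fatty acid degradation, in antigen presentation and complement and in protein processing in endoplasmic reticulum, and 0 did in fatty acid elongation and ribosome. In peroxisome and fatty acid degradation this member was the same gene, Acsl3. The fatty acid, butanoate and peroxisome lists share members such as Acsl3 or Ehhadh, so their results are not separate evidence.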

We annotated the gene expression using the KEGG pathway, and identified a total of 20 significantly enriched pathways (threshold p-value < 0.05) (Figure 3D). Of note, among upregulated metabolic pathways, fatty acid metabolism and butanoate metabolism were slightly upregulated in *db/db*-dapa, consistent with a previous report demonstrating the promotion of ketogenesis by SGLT2 inhibitors [18]. 

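Fatty acid metabolism had a median log2 fold change of 0.20 in *db/db*-dapa against *db/db* mice, with 46 of its 53 tested genes higher and 7 lower (camera, adjusted p = 2.98e-06). Butanoate metabolism had a median of 0.20, with 21 of 26 genes higher and 4 lower (camera, adjusted p = 5.23e-05). Both kept their direction when each mouse was left out in turn, at 0.11 and 0.11 without *db/db* replicate 1 and 0.33 and 0.37 without *db/db* replicate 3. Neither passed with fry (adjusted p = 0.142 and 0.253). The score of fatty acid metabolism was 6.66 ± 0.076 in *db/db*-dapa and 6.43 ± 0.20 in *db/db* mice (SD, n = 3 each; exact permutation test, p = 0.2). The score of butanoate metabolism was 6.94 ± 0.16 and 6.64 ± 0.33 (SD, n = 3 each; exact permutation test, p = 0.2). In fatty acid metabolism, Acsl3 rose most, from 17.6 ± 1.91 to 33.5 ± 6.00 CPM (SD, n = 3 each), followed by Ehhadh with a log2 fold change of 0.73. Cpt1b fell most, by 1.13 on the log2 scale, and Hacd4, which had few counts, by 0.46. In butanoate metabolism, the largest rises were those of Acsm3 (log2 fold change 1.01) and Ehhadh. The lowest values were -0.54 for Oxct2b, which had few counts, and -0.18 for Bdh2. Oxct2b, Bdh2 and Hacd4 changed direction when single mice were left out. Of these members, 0 had an adjusted p under 0.1 over all genes (edgeR's quasi-likelihood test). Adjusted over the list alone, 1 gene, Acsl3, did in fatty acid metabolism and 0 in butanoate metabolism. The log2 fold change was -0.08 (standard error 0.33) for Bdh1, 0.29 (standard error 0.17) for Acat1 and 0.17 (standard error 0.34) for Cpt1a, which carries fatty acids into mitochondria. The adjusted p of Bdh1, Acat1 and Cpt1a was 0.967, 0.854 and 0.930 (edgeR's quasi-likelihood test). Without *db/db* replicate 1 the value of Cpt1a was -0.09, and it also fell just below 0 without *db/db* replicate 2 or *db/db*-dapa replicate 3. Bdh1 changed direction without *db/db* replicate 3, to 0.35, and without *db/db*-dapa replicates 1 and 2, to 0.040 and 0.12.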

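For oxidative phosphorylation, 77 nuclear-encoded subunits of the respiratory complexes were tested. The mitochondrially encoded subunits had 0 entries in the table. In *db/db*-dapa against *db/db* mice the median log2 fold change of the list was -0.18, with 66 genes lower and 11 higher (camera, adjusted p = 0.00195). The list did not pass with fry (adjusted p = 0.591) or with an estimated correlation between genes (adjusted p = 0.598). Its score was 8.01 ± 0.14 in *db/db*-dapa and 8.19 ± 0.47 in *db/db* mice (SD, n = 3 each), a difference smaller than the spread between *db/db* mice (exact permutation test, p = 0.6). The scores of *db/db* mice were 8.37, 8.55 and 7.66, and those of *db/db*-dapa mice 8.17, 7.96 and 7.91. *db/db* replicate 3 thus had the lowest score of the 9 mice. The median of the list was -0.49 without *db/db* replicate 3, -0.095 without *db/db* replicate 1, where the list no longer passed, and -0.29 without *db/db*-dapa replicate 1. Without *db/db* replicate 2 it was 0.013, so that its direction depended on that library.

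**Figure D2:**
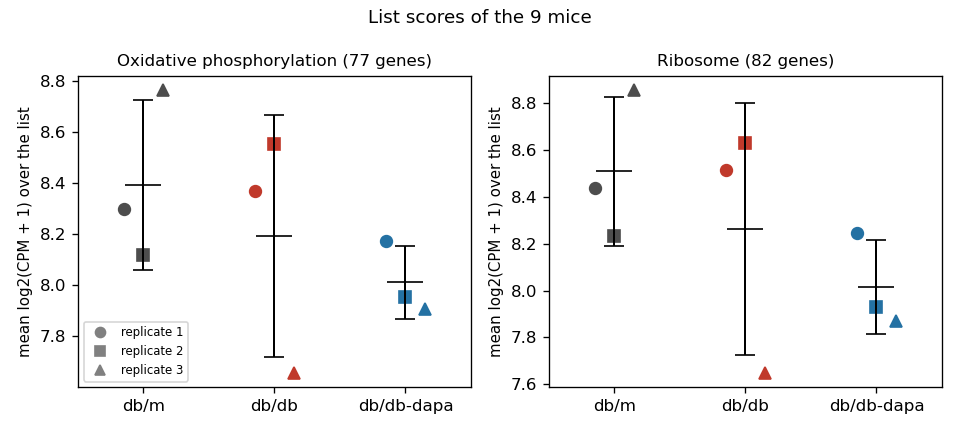
Scores of the oxidative phosphorylation and ribosome lists, each the mean log2(CPM + 1) over the genes of the list, in *db/m*, *db/db* and *db/db*-dapa mice. Each symbol is 1 mouse, and the horizontal line and bars are the mean ± SD of 3 mice. In both lists *db/db* replicate 3 lies lowest and the other *db/db* mice lie above the 3 *db/db*-dapa mice.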

Among downregulated pathways, oxidative phosphorylation was downregulated more in *db/db*-dapa than in *db/db*.

### 3.3 Dapagliflozin improved kidney tissue oxygen tension and ATP content

As oxidative phosphorylation was downregulated in *db/db*-dapa, we measured kidney tissue ATP content. Contrary to the results of RNA sequencing, the amount of tissue ATP content was slightly higher in *db/db*-dapa than in *db/db* (Figure 4A). We further hypothesized that oxygen consumption is reduced by dapagliflozin and performed pimonidazole immunostaining to detect tissue hypoxia. In *db/m* mice, the pimonidazole-positive area was limited to within the cortico-medullary junction at which oxygen tension is the lowest under physiological conditions due to the countercurrent exchange properties of the vasa recta. In *db/db* mice, the pimonidazole-positive area patchily expanded towards the outer cortex, whereas it was rarely detected in the cortex of *db/db*-dapa (Figure 4B and 4C, Supplementary figure 1). In contrast, the pimonidazole-positive area in the medulla was similar in *db/db* and *db/db*-dapa (Figure 4B and 4D), suggesting that the effects of dapagliflozin on tissue oxygenation are more prominent in the cortex in which SGLT2 expression is predominantly expressed. We lastly examined the mitochondrial integrity by immunostaining of Tom20, a protein of mitochondrial membrane. Positive staining of Tom20 was observed in the tubules of all experimental groups (Figure 4E, Supplementary figure 2). However, patchy defect of positive Tom20 staining within the tubules was found only in *db/db* mice (Supplementary figure 2), suggesting that local tissue hypoxia might influence the mitochondrial integrity.

**Figure 4:**
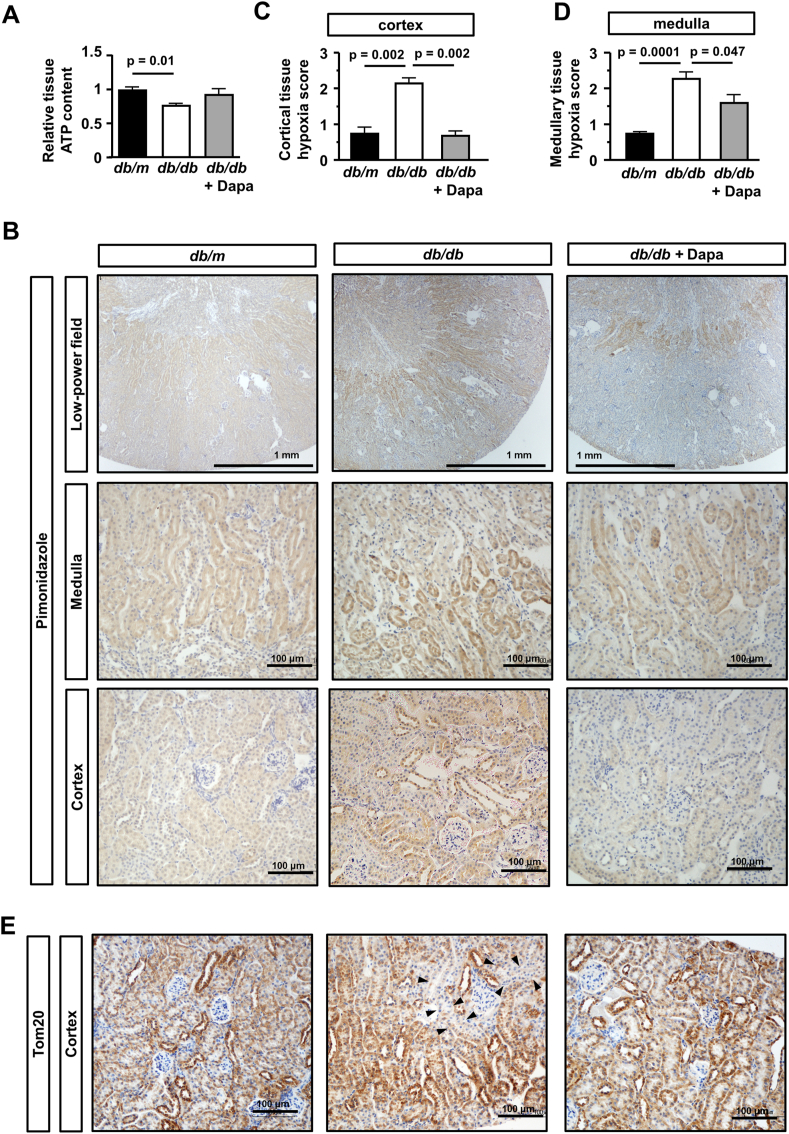
**Improvement tissue hypoxia by dapagliflozin in the kidney of type 2 diabetic mice.** (A) Relative ATP content in kidney tissue was significantly reduced in *db/db*. (B) Positive staining for pimonidazole was detected in the kidney tissue of *db/db* mice and it was ameliorated in that of *db/db*-dapa. (C) Semiquantitative analysis of pimonidazole positivity in cortical and medullary kidney tissues. Note that definitions of hypoxic score are different in the cortex and medulla. (E) Positive staining for Tom20 was observed in the kidney tissue of all experimental groups. However, in the kidney tissue of *db/db* mice, small number of Tom20 negative (arrowheads) tubules were found. Data are the means ± SEM, Bar = 1 mm in low-power images and 100 μm in high-power images in (B) and (E). n = 5 mice in each group.

## 4 Discussion

This study addressed the proximal tubule-specific cellular responses in dapagliflozin-treated type 2 diabetic mice by RNA seq of FACS sorted cells from newly generated mice having a proximal tubule-specific fluorescent reporter. 

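Among the 77 subunits of oxidative phosphorylation, no single gene passed the threshold in *db/db*-dapa against *db/db* mice. Ndufa5, a subunit of complex I on chromosome 6 from 24518666 to 24528013, fell most. It was at 121 ± 19.7 CPM in *db/db*-dapa and at 209 ± 102 in *db/db* mice (SD, n = 3 each), a log2 fold change of -0.79 (standard error 0.36). Atp5e, a subunit of ATP synthase, followed with a log2 fold change of -0.60 (standard error 0.42). The largest rises were those of Sdha, in complex II, with 0.25 (standard error 0.17), and of Ndufs1, in complex I, with 0.24 (standard error 0.20). The adjusted p of these 4 genes was 0.854 (edgeR's quasi-likelihood test). Over all genes tested, and adjusted over the list alone, 0 of the 77 subunits had an adjusted p under 0.1.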

Pathway analysis revealed that dapagliflozin downregulated the related gene expression of oxidative phosphorylation in proximal tubular epithelial cells. Together with reduced staining of pimonidazole in the renal cortex and higher renal tissue ATP content in dapagliflozin-treated mice, dapagliflozin reduced oxygen consumption and ATP production in proximal tubules of diabetic kidneys.

Many molecular mechanisms are involved in the renoprotective effects of SGLT2 inhibitors, and improvement of renal tissue hypoxia by SGLT2 inhibitors has emerged as a strong candidate [19, 20]. Clinical and experimental investigations suggesting that SGLT2 inhibitors ameliorate renal tissue oxygen tension, especially within the cortex [7, 21, 22], support this concept. Renal tubular epithelial cells, especially proximal tubular cells, function in the reabsorption of molecules from filtered urine, which requires a massive amount of ATP produced through oxidative phosphorylation even under normal conditions [8]. In the diabetic kidney, increased glucose and sodium reabsorption through SGLTs results in the higher activity of Na-K ATPase and oxygen consumption [23]. The non-selective SGLT inhibitor phlorizin ameliorated the oxygen consumption and Na-K ATPase activity in a type 1 diabetic rodent model [23]. 

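The same list of 77 subunits of oxidative phosphorylation was compared between *db/db* and *db/m* mice. Its median log2 fold change was -0.21, with 71 genes lower and 6 higher in *db/db* mice (camera, adjusted p = 0.00198). It did not pass with fry (adjusted p = 0.643) or with an estimated correlation between genes (adjusted p = 0.816). The score of the list was 8.19 ± 0.47 in *db/db* and 8.39 ± 0.33 in *db/m* mice (SD, n = 3 each; exact permutation test, p = 0.7), and the *db/m* mice scored 8.30, 8.12 and 8.76. The result depended on single libraries. The median was -0.38 without *db/db* replicate 2 and -0.35 without *db/m* replicate 2. Without *db/db* replicate 3 the median was 0.049, with 52 genes higher and 25 lower, and without *db/m* replicate 3 it was -0.016. With mice weighted by their variance in limma, it was 0.061, where *db/m* replicate 1 had a weight of 2.61 and *db/db* replicate 3 of 0.313. Ndufa4 and Ndufs6 fell most, with log2 fold changes of -0.54 (standard error 0.26) and -0.48 (standard error 0.33). Cox7b and Ndufs1 had the highest values, 0.10 (standard error 0.26) and 0.08 (standard error 0.20), and both changed direction when single mice were left out. Of the 77 subunits, 0 had an adjusted p under 0.1 over all genes or adjusted over the list alone (edgeR's quasi-likelihood test).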

Consistent with previous observations, the ATP content decreased in the kidney tissue of *db/db* mice despite the upregulation of oxidative phosphorylation.

Renal tissue hypoxia is commonly found in chronic kidney disease and is considered a predictor of the rapid deterioration of renal function [24]. Several modalities for detecting tissue hypoxia have been applied [25], and pimonidazole staining was used in this study. Pimonidazole is a 2-nitroimidazole compound that accumulates in hypoxic cells via covalent binding with macromolecules or by forming reductive metabolites after reduction of its nitro group at oxygen levels below 10 mmHg [26]. Positive staining of pimonidazole is found in the outer strip of the outer medullary region in the kidney even under normal conditions [27, 28, 29]. In the diabetic kidney, several previous reports, including ours, demonstrated that the pimonidazole-positive area expands towards the cortex, suggesting that proximal tubules are exposed to a more hypoxic environment [7, 30, 31]. However, recent reports using direct measurement of intravascular oxygen tension demonstrated that SGLT2 inhibition does not affect the microvascular oxygen tension in the superficial cortex, which proposed the concept of improvement of tissue hypoxia in the renal cortex by SGLT2 inhibitors [32]. The discrepancy among these findings may be explained by the following: First, pimonidazole does not reflect the microvascular oxygen tension faithfully because this probe is used for detecting the low intracellular oxygen concentration [25]. After delivery from capillaries, oxygen diffuses from the cell membrane to inside the cell. Even if the intravascular oxygen tension is maintained, the intracellular oxygen concentration may further decrease in the case of higher oxygen demands such as in proximal tubular epithelia in diabetic kidneys. Second, the hypoxic region was diffusely observed in the outer stripe of the outer medulla in the diabetic kidney, whereas the hypoxic region in cortex was patchy. This suggests that renal hemodynamics and oxygen utilization in the renal cortex were not uniform under diabetic conditions, which affects the distribution of the hypoxic area in the cortex of the diabetic kidney.

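For scale, the test applied to *db/db*-dapa and *db/db* mice was also applied to the comparisons with *db/m* mice. It found 194 differentially expressed genes between *db/db* and *db/m* mice, 85 higher and 109 lower in *db/db* mice (edgeR's quasi-likelihood test, adjusted p under 0.1 and absolute log2 fold change over 1). Between *db/db*-dapa and *db/m* mice it found 164, 90 higher and 74 lower. An unadjusted p under 0.05 was found for 2142 and 2829 genes in these 2 comparisons. The groups did not overlap for 193 of the 194 genes and for all 164. Over all genes tested the share without overlap was 16.4% and 28.1%, against the 10% that chance gives. Whether the 3 comparisons differ from each other was not tested. In *db/db* mice, Slc22a7, an organic anion transporter gene, had the lowest adjusted p. It was at 54.9 ± 16.4 CPM in *db/m* mice (SD, n = 3), and its highest count in any *db/db* mouse was 2, so that it was at least 53.9-fold lower (adjusted p = 5.69e-06). Slco1a1 fell from 450 ± 93.8 to 5.69 ± 3.03 CPM (SD, n = 3 each; adjusted p = 0.00461, edgeR's quasi-likelihood test). The numbers depended on single libraries. For *db/db* against *db/m* mice, 85 genes were found without *db/m* replicate 1, 126 without *db/m* replicate 3 and 113 without *db/db* replicate 2. For *db/db*-dapa against *db/m* mice, 37, 78 and 54 genes were found without *db/m* replicates 1, 2 and 3, and 264, 14 and 41 without *db/db*-dapa replicates 1, 2 and 3.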

Although blood glucose was significantly reduced in dapagliflozin-treated mice, RNA-seq demonstrated fewer differentially expressed genes between dapagliflozin-treated and -untreated mice, which is a potential limitation of this study. One possible reason is that we administered dapagliflozin through the drinking water. Compared with oral gavage, the drug concentration is maintained at lower level, which can affect gene expression. Second, gene expression is sometimes affected during the FACS procedure, including the mechanical and enzymatic tissue digestion, which may mask small differences in gene expression.

In conclusion, our proximal tubule-specific transcriptomics-based analysis demonstrated the efficacy of dapagliflozin in maintaining renal oxygen tension in type 2 diabetic mice. This may play a role in the renoprotective effects of SGLT2 inhibitor observed in large-scale clinical trials. However, whether these effects are found in advanced DKD is unknown and future experimental studies are warranted.

## Declarations

### Author contribution statement

Noriko Uehara-Watanabe; Tetsuro Kusaba: Conceived and designed the experiments; Performed the experiments; Analyzed and interpreted the data; Contributed reagents, materials, analysis tools or data; Wrote the paper.

Natsuko Okuno-Ozeki; Itaru Nakamura; Tomohiro Nakata; Kunihiro Nakai; Tomoharu Ida; Noriyuki Yamashita; Michitsugu Kamezaki; Yuhei Kirita; Satoaki Matoba; Keiichi Tamagaki: Analyzed and interpreted the data.

Aya Yagi-Tomita: Conceived and designed the experiments; Performed the experiments; Analyzed and interpreted the data.

### Funding statement

The study was funded by an investigator-initiated grant from 10.13039/100004325AstraZeneca and 10.13039/501100013170Ono Pharmaceutical. T. Kusaba reports receiving commercial research support from 10.13039/501100013170Ono Pharmaceutical, 10.13039/100004325AstraZeneca, and Taisho Pharmaceutical holdings, and speaker’s bureau honoraria from 10.13039/100004325AstraZeneca.

### Data availability statement

Data associated with this study has been deposited at Gene Expression Omnibus under the accession number GSE185801.

### Declaration of interests statement

The authors declare no conflict of interest.

### Additional information

No additional information is available for this paper.

# Supplementary material for: Proximal tubular epithelia-specific transcriptomics of diabetic mice treated with dapagliflozin
**Source:** Heliyon. 2022 Sep 13;8(9):e10615. doi: 10.1016/j.heliyon.2022.e10615
**Supplement:** 20220726 DMN Dapa RNAseq suppl

**Supplementary Information**

**Proximal tubular epithelia-specific transcriptomics of diabetic mice treated with dapagliflozin**

Noriko Uehara-Watanabe, Natsuko Okuno-Ozeki, Itaru Nakamura, Tomohiro Nakata, Kunihiro Nakai, Aya Yagi-Tomita, Tomoharu Ida, Noriyuki Yamashita, Michitsugu Kamezaki, Yuhei Kirita, Satoaki Matoba, Keiichi Tamagaki, and Tetsuro Kusaba

**1 supplementary figure**

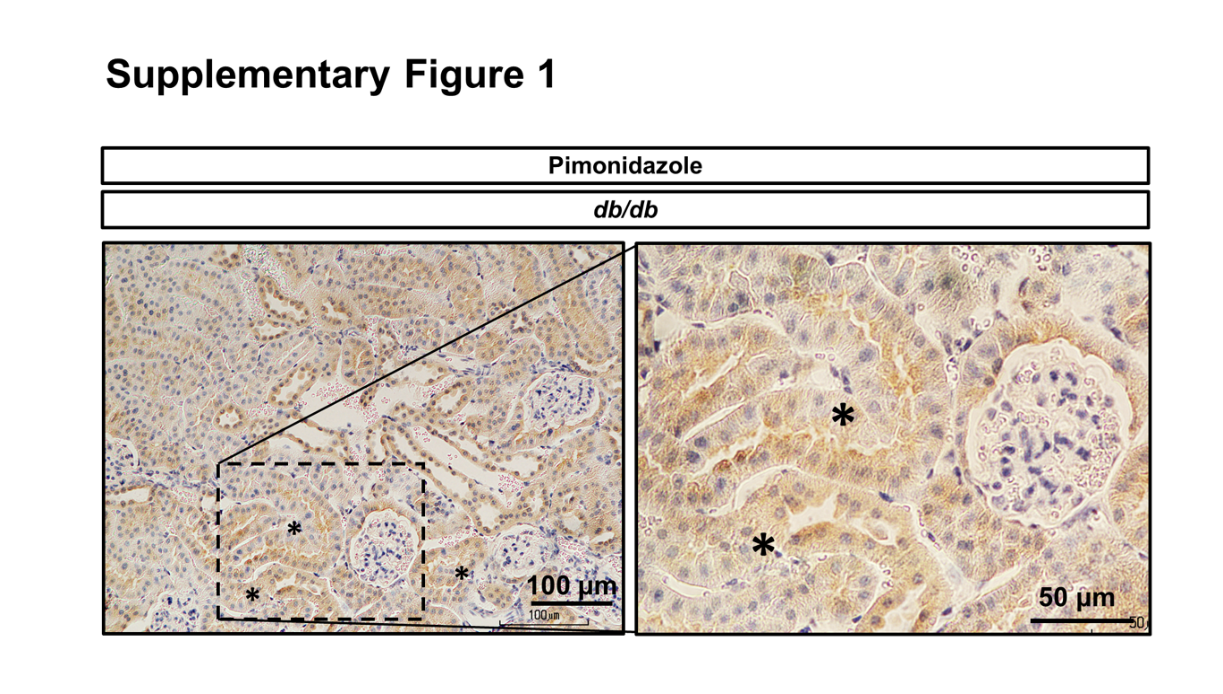

**Supplementary Figure 1. Tissue hypoxia in the kidney of type 2 diabetic mice**

Positive staining for pimonidazole was patchily detected in the tubules including convoluted proximal tubule (*) of *db/db* mice.

**
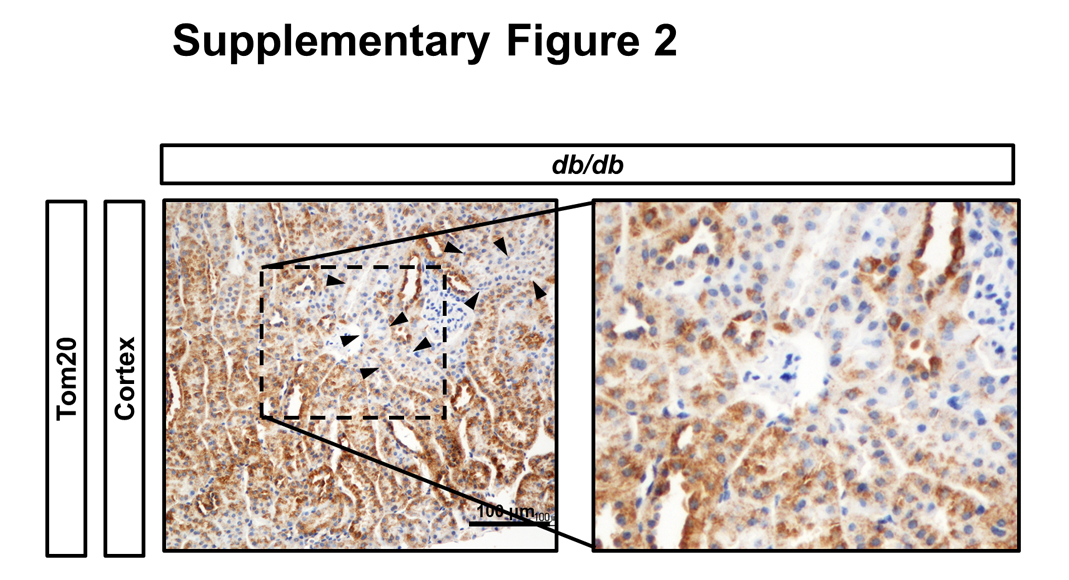
**

**Supplementary Figure 2. Detailed Tom20 staining in the kidney of type 2 diabetic mice**

High power field pictures of Tom20 staining. Reduced positive staining for Tom20 was patchily detected in the tubules of *db/db* mice. Bar = 50 μm.

How the deposited data were processed for this re-analysis (not part of the article)

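RNA sequencing of sorted proximal tubular epithelial cells from 3 *db/m*, 3 *db/db* and 3 *db/db*-dapa mice was re-analysed. Groups and replicate numbers follow the sample labels, which name the 3 groups as the paper does. The labels give the tissue as kidney, and the paper's account of sorted tdTomato-positive cells was followed. Physiology, histology, ATP, pimonidazole and Tom20 staining were not analysed here.

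The authors isolated RNA with TRIzol and a column kit, prepared stranded poly(A) libraries, sequenced single-end reads on an Illumina HiSeq, mapped them to mm10 with TopHat and Bowtie2, and calculated FPKM with Cufflinks. The deposited table holds 1 value per gene and mouse and is named as FPKM, but its values are estimated counts: 85.9% of the values above 0 are whole numbers and the column sums range from 2733349 to 9033123. How the authors made these estimated counts, and whether strand was used, is not stated in the paper's text. The table has 24421 rows, and 6100 of them are 0 in all mice. There were 0 rows without a gene name and 0 unused columns of samples. Hba-a1 and Hba-a2, near-identical genes, have the same values in all mice, so reads shared between near-identical copies appear to have been divided between them. Genes with near-identical copies are therefore uncertain. In the table, 27 names read as dates and 2 names are listed more than once.

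The design written before the data were examined assumed FPKM and planned limma on log2(FPKM + 1). Since the table holds estimated counts, the values were rounded to whole numbers and tested with the quasi-likelihood test of edgeR 4.0.16 (in its earlier form, with TMM scaling) in R 4.3.3, with the samples, groups and thresholds as planned. limma 3.58.1 on log2(CPM + 1) was kept as an alternative, and DESeq2 1.42.0 was another. The planned filter at 0.3 FPKM in at least 2 of the 9 mice was applied at 0.3 CPM. Before it was settled, and before any result of a test had been seen, the numbers of genes under several filters at 0.3 and 0.5 CPM were compared with the number the paper gives. The filter used was not the closest of them. The one that was, 0.5 CPM in at least 1 mouse, was added as an alternative for that reason and because it is a default of the program the paper used for pathways. A gene was called at an adjusted p under 0.1 and an absolute log2 fold change over 1. The standard error of a fold change was derived from the test's F value. Folds against a group with at most 3 counts in each mouse are given as lower bounds, computed at 3 counts in the smallest library of the group. Such floors cover counting error only.

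Gene coordinates are those of GENCODE's mouse annotation of GRCm38, in which 23350 symbols matched directly, 669 matched as older symbols and 402 did not match. The length and GC content of each gene's longest transcript came from the same annotation. The genes named were set by a rule: the 4 with the smallest adjusted p between *db/db*-dapa and *db/db* mice if fewer than 2 were called, the 3 that rose most and the 3 that fell most among called genes without overlap in the other comparisons, genes that the paper names, enzymes of ketone body synthesis, and the 2 highest and 2 lowest members of a list. Some of the genes set by this rule are not reported here. The Y-linked gene Ddx3y was at 79.0 ± 5.86 CPM in *db/db* and 74.2 ± 7.34 in *db/db*-dapa mice (SD, n = 3 each). In *db/m* mice it was lower, at 50.9, 56.9 and 39.5 CPM.

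Gene lists were written by symbol before the data were examined: 9 lists after pathways in Figure 3D, markers of the proximal tubule, of its S3 segment and of 8 other kinds of cells, immediate-early and heat-shock genes, and hypoxia-inducible targets. Pathway lists were tested with limma's camera at an inter-gene correlation of 0.01, with fry, with an estimated correlation and with a test across genes after GAGE. The score of a list in a mouse is the mean log2(CPM + 1) of its genes. Scores, principal components and single genes were compared with exact, two-sided permutation tests, which with 3 against 3 cannot give a p under 0.1.

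Simulated data with known answers were used to check edgeR's quasi-likelihood test, DESeq2, limma, camera, fry and the test of the separation of the groups. With 200 genes changed 4-fold among those tested, 75.5% were called and 11 of the 15383 unchanged genes were called in error. With 2-fold changes, 16% were called and 6 unchanged genes were called in error. In 10 simulated sets without any change, 3 genes in all and 0 of the 9 lists were called. A lowering of oxidative phosphorylation by 0.3 on the log2 scale beside these changes was found by camera and by fry (adjusted p = 0.00935 and 0.0029 with fry). The simulated genes varied independently of each other, whereas the scores of oxidative phosphorylation and ribosome had r = 0.991 across the real mice. The simulations therefore do not show how often camera calls lists in error in these data, or what fry can find. In the 4-fold simulation DESeq2 called 155 of the 200 genes and 24 unchanged genes in error.

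Alternatives set before the data were examined were a pseudocount of 0.1, other filters, scaling to a common 75th percentile or a common total per mouse, quantile normalization, fits of only the groups compared, a term for the replicate number, array weights, limma without a trend, a stricter threshold, the other list tests, other sets of genes and unit variance for the principal components, and leaving out each mouse. DESeq2, other tests of edgeR, limma with a trend, filters at 0.5 CPM and at FPKM computed from exon lengths, and camera on edgeR's counts were added after the data had been seen. No pair of mice had identical columns, and between replicates the counts differed by far more than sampling noise (chi-square per degree of freedom 9.51 to 50.3). No batch or date is given in the labels or the paper's text.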

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

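Differential expression was re-computed for the comparisons with *db/m* mice, for which the paper reports no genes. The tests of library size, of transcript length and of a strain variant below were chosen after these results were seen.

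A signal appeared in comparisons that the paper does not report: 85 genes were higher in *db/db* than in *db/m* mice, and 90 were higher in *db/db*-dapa than in *db/m* mice (edgeR's quasi-likelihood test). Of the genes called in the 2 comparisons, 98 were shared, and 98 of these had the same direction. The comparisons share the *db/m* libraries, which alone makes their fold changes correlate. In 20 simulated sets with unchanged groups the correlation across genes had a median of 0.51, against 0.63 observed, and at most 1 gene was called in both. The genes of these sets varied independently of each other, so shifts shared by many genes of a library are not in them. The real split of the 6 mice was the only 1 of the 10 splits with as many called genes, in *db/db* against *db/m* as in *db/db*-dapa against *db/m* mice, where 10 splits cannot give a share under 0.1. The other splits called at most 1 and 3 genes, although 1 of them had more genes at an unadjusted p under 0.05 than *db/db* against *db/m* mice (2258 against 2142). With all libraries thinned to the size of the smallest, 188 and 172 genes were called, which argues against the number of reads alone as the source. Thinning leaves other differences between the libraries in place. After correction of each library for transcript length and GC content, limma called 193 genes for *db/db* and 139 for *db/db*-dapa mice against *db/m* mice, from 200 and 146 before, of which 153 and 109 were shared. This argues against a trend with length or GC content as the whole source. The *db* mutation lies in Lepr, and variants of the strain around it could change neighboring genes. Within 20 Mb of Lepr, 4 of 240 tested genes were called where 2.99 are expected, so that the calls do not gather there. The difference between diabetic and non-diabetic mice, and any other difference between the strains or litters, stays open.

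Bhmt, on chromosome 13 from 93616675 to 93637961, was higher in *db/db* than in *db/m* mice by a log2 fold change of 3.76 (standard error 0.61, adjusted p = 0.0172 from edgeR's quasi-likelihood test). Its *db/db* mice were at 24.5, 125 and 176 CPM, against 7.93 ± 3.71 (SD, n = 3) in *db/m* mice. Reads shared with its neighbor Bhmt2 were considered: Bhmt2 changed by 0.25 (standard error 0.35, adjusted p = 0.784), so that the rise was not common to both genes. Bdh1 was lower in *db/db* mice, with a log2 fold change of -2.21 (adjusted p = 0.0132). No biological explanation was tested for these genes.

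Some genes were called from few counts. Hrnr was at least 8.11-fold higher in *db/db* and at least 3.24-fold higher in *db/db*-dapa than in *db/m* mice, with at most 28 counts in a *db/db* mouse. Gucy2f was at least 3.10-fold and 2.34-fold higher, with at most 14 counts in a *db/db*-dapa mouse. Slc14a1, a urea transporter gene, was at least 11.3-fold higher in *db/db*-dapa than in *db/m* mice, with 7.51 ± 1.78 CPM (SD, n = 3). In *db/db* mice Slc14a1 was at 0, 1.60 and 3.28 CPM, and the difference between *db/db*-dapa and *db/db* mice had an adjusted p of 0.854. Each of these 3 genes lost its call when single mice were left out. The adjusted p was 0.1006 for Hrnr and 0.258 for Gucy2f in *db/db* mice, and 0.160 for Slc14a1 and 0.306 for both others in *db/db*-dapa mice, without *db/m* replicate 1. Slc14a1 is in none of the marker lists of other cells. No technical explanation was tested for these 3 genes apart from those of the called genes as a whole.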

How the results depend on the processing

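Counts of called genes, list results and named genes were recomputed under each alternative. Array weights are estimated by limma for each mouse from its own deviations. They ranged from 0.313 in *db/db* replicate 3 to 5.24 in *db/db*-dapa replicate 2, and *db/m* replicate 1 had 2.61. Results with array weights thus lean on single mice. The cause was not tested for the changes below unless a sentence gives it.

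For *db/db*-dapa against *db/db* mice, 0 genes were called in the fit reported (808 at an unadjusted p under 0.05), and likewise with a pseudocount of 0.1, no filter, the other filters on CPM or FPKM, both other scalings, quantile normalization, the 2 groups alone, limma with or without trend, an adjusted p under 0.05 and the quasi-likelihood test in its current or robust form. With array weights 445 genes were called (164 higher, 281 lower, adjusted p from 0.0789). Without *db/db* replicate 3, which had the lowest array weight (0.313), 272 genes were called (168 higher, 104 lower), and 187 of them were among the 445. The range was from 0 to 272 genes across the fits that each left out 1 mouse, and without *db/db*-dapa replicate 2 it was 1 gene. Among alternatives chosen after seeing the data, DESeq2 called 13 genes with either filter, edgeR's likelihood ratio test 6, edgeR's exact test on the 2 groups compared 9 with either filter, and limma on FPKM from exon lengths 1 (Mir7078, named after its value was seen).

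For *db/db* against *db/m* mice, the 194 called genes became 115 with the 2 groups alone, 318 with array weights and 125 at an adjusted p under 0.05, the last by construction. Chosen after seeing the data, DESeq2 called 363 genes, 359 with a filter of 0.5 CPM in at least 1 mouse, the likelihood ratio test 429 and the exact test 293 with either filter. Leaving out 1 mouse gave from 85 (without *db/m* replicate 1) to 230 genes (without *db/db* replicate 3). Scaled to a common total per mouse, 234 genes were called, 60.3% of them higher, against 85 of 194 in the fit reported, and the median of all genes was 0.13 on the log2 scale.

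For *db/db*-dapa against *db/m* mice, the 164 called genes became 275 with no filter, 630 with the 2 groups alone, 929 with array weights and 57 at an adjusted p under 0.05. Chosen after seeing the data, DESeq2 called 507 genes, 508 with a filter of 0.5 CPM in at least 1 mouse, the likelihood ratio test 634, the exact test 831 or 829 with these filters, and limma on FPKM from exon lengths 103. Leaving out 1 mouse gave from 14 (without *db/db*-dapa replicate 2) to 264 genes (without *db/db*-dapa replicate 1).

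The replicate numbers do not mark pairs in the paper or the labels. Deviations from the group mean of same-numbered mice correlated at 0.40, -0.16 and 0.56 between *db/db*-dapa and *db/db* mice, at -0.13, -0.24 and -0.32 between *db/db* and *db/m* mice, and at -0.10, 0.22 and -0.17 between *db/db*-dapa and *db/m* mice. A fit with a replicate block called 0 genes for *db/db*-dapa against *db/db* mice (lowest adjusted p 0.195) and 167 for *db/db*-dapa against *db/m* mice, 132 of them also called without it. For *db/db* against *db/m* mice 165 of the 194 genes were also called with the block.

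The separation of the 3 groups, with a pseudo-F of 1.86 and an exact p of 0.05, passed under 0.05 with no filter (1.841), with 0.3 CPM in at least 1 mouse (1.845), scaled to a common total per mouse (1.888), with quantile normalization (1.855), with only the most variable genes (2.34) and, chosen after seeing the data, with FPKM from exon lengths (1.891). The exact permutation test gave p = 0.0429 with the most variable genes and p = 0.0464 in the others, close to the 0.05 of the fit reported. In the same exact permutation test the separation did not pass under 0.05 with a pseudocount of 0.1 (1.507, p = 0.05), 0.3 CPM in all 9 mice (1.96, p = 0.05), a common 75th percentile (1.845, p = 0.05) or unit variance (1.593, p = 0.0571), nor, chosen after seeing the data, with the filters at 0.5 CPM in at least 1 mouse (1.854, p = 0.05) or at FPKM from exon lengths (1.927, p = 0.05). Without single mice it ranged from 1.41 (without *db/db*-dapa replicate 2, exact permutation test, p = 0.161) to 2.56 (without *db/db* replicate 3, p = 0.00714). It also passed without *db/db*-dapa replicate 1 (2.057, exact permutation test, p = 0.0464), and the other fits without 1 mouse had p-values from 0.0714 (without *db/db* replicate 1) to 0.139 (without *db/db*-dapa replicate 3) and did not pass.

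The number of lists that passed for *db/db*-dapa against *db/db* mice fell from 9 to 0 with an estimated inter-gene correlation and with fry, and was 9 with the GAGE-type test (oxidative phosphorylation, adjusted p = 0.000484), which takes genes as replicates. Oxidative phosphorylation (-0.18), butanoate metabolism (0.20) and fatty acid metabolism (0.20) then had adjusted p-values of 0.598, 0.277 and 0.232 with the estimated correlation and 0.591, 0.253 and 0.142 with fry. For *db/db* against *db/m* mice it fell from 6 lists to 3 scaled to a common total per mouse, 2 with quantile normalization, 1 with array weights, 0 with an estimated correlation or fry and 3 with the GAGE-type test, and it ranged from 1 (without *db/m* replicate 3) to 7 lists (without *db/db* replicate 2). Oxidative phosphorylation in this comparison (-0.21) was at -0.13 with quantile normalization and 0.061 with array weights, and failed at -0.21 with an estimated correlation and fry (adjusted p = 0.816 and 0.643). It ranged from -0.38 (without *db/db* replicate 2) to 0.049 (without *db/db* replicate 3). In *db/db*-dapa against *db/db* mice its range was from -0.49 (without *db/db* replicate 3) to 0.013 (without *db/db* replicate 2).

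Of the other lists in *db/db* against *db/m* mice, ribosome (-0.23) reversed to 0.011 with array weights. Butanoate metabolism (-0.10) was 0.00597 scaled to a common total per mouse. Fatty acid degradation (-0.06) was 0.047 scaled to a common total per mouse, 0.0093 with quantile normalization and 0.049 with FPKM from exon lengths. Fatty acid elongation (-0.07) was 0.035 scaled to a common total per mouse and 0.058 with FPKM, and fatty acid metabolism (-0.12) was 0.032 with FPKM. With 1 mouse left out, ribosome ranged from -0.41 to 0.061 (without *db/db* replicate 3), antigen presentation and complement from -0.10 to 0.28 (without *db/db* replicate 3), butanoate metabolism from -0.22 to 0.052, fatty acid degradation from -0.24 to 0.087 and peroxisome from -0.18 to 0.031 (the last 3 without *db/db* replicate 1), and fatty acid elongation from -0.13 to 0.025 (without *db/m* replicate 2).

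Among named genes in *db/db*-dapa against *db/db* mice, Atp1b1 (0.018) reversed to -0.050 at a common 75th percentile, -0.0497 scaled to a common total per mouse, -0.22 with quantile normalization and -0.043 with FPKM, and Tomm20 (0.085) to -0.0086 with array weights. In *db/db* against *db/m* mice, Cpt1a (0.25) and Ndufs1 (0.08) reversed to -0.13 and -0.016 with array weights. With 1 mouse left out, reversals in *db/db* against *db/m* mice gave ranges of -0.35 to 0.51 for Cpt1a, -0.089 to 0.20 for Ndufs1 and -0.11 to 0.36 for Cox7b. In *db/db*-dapa against *db/db* mice they were -0.50 to 0.28 for Slc5a2, -0.066 to 0.084 for Atp1b1, -0.45 to 0.35 for Bdh1, -0.089 to 0.78 for Cpt1a, -1.47 to 0.51 for Oxct2b, -0.28 to 0.045 for Bdh2 and -1.62 to 0.16 for Hacd4. Oxct2b and Hacd4 had few counts, which limits them.

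Of the 754 recomputed values of named genes with all mice, 712 kept direction and side of the threshold, 24 newly passed it, 11 no longer passed it and 7 reversed. With 1 mouse left out, 194 of 246 did, 8 newly passed, 25 no longer passed and 19 reversed. Mitochondrially encoded subunits could not be added to oxidative phosphorylation, as 0 of the 26 symbols searched for them, which include alternative names, are listed. Depth limits the low genes most in *db/db* replicate 1, where 3 counts are 1.02 CPM.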

Differences from the paper's values

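For *db/db*-dapa against *db/db* mice the paper reports 13 differentially expressed genes, and 0 were found here (808 at an unadjusted p under 0.05). None of the alternatives set before the data were examined came to the paper's 13: array weights gave 445 genes, leaving out *db/db* replicate 3 and *db/db*-dapa replicate 2 gave 272 and 1, and the others gave 0. With DESeq2, chosen after seeing the values, 13 genes were called with the same thresholds, 8 higher and 5 lower. They were Slco1a1, Mfsd2a, Car3, Stbd1, Cyp51, Nt5e, Kap, Hsp90aa1, Npl, Pear1, 1700028P14Rik, Rgs1 and Stap2, of which the paper's text names none. edgeR's exact test on the 2 groups and its likelihood ratio test, both also chosen after seeing the values, called 9 and 6 genes, all of them among these 13. The paper does not list its 13 genes in the text, so that only the number can be compared, and several tests were tried. A filter of 0.5 CPM in at least 1 mouse left 15610 genes, the number the paper gives as compared, whereas 15583 were tested here. This filter was chosen after seeing the values, from several whose numbers of genes were compared with the paper's, because its number came closest. The agreement is thus in part a product of that search and does not show which filter the authors used. With this filter the quasi-likelihood test called 0 genes and DESeq2 called 13 genes.

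The paper states that oxidative phosphorylation is upregulated in *db/db* mice, without naming the groups compared. The pathways it reports are for *db/db*-dapa against *db/db* mice, where the median of the list was -0.18, lower in treated mice. Whether the statement refers to *db/m* mice is therefore unclear. In *db/db* against *db/m* mice the median log2 fold change of the list was -0.21, with 71 genes lower and 6 higher. Under array weights it was 0.061, and without *db/db* replicate 3 it was 0.049.

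The paper describes the 3 groups as separated into independent clusters on the PCA plot. Over all genes the nearest mouse was of another group for 3 of the 9 mice, and the exact permutation test of *db/db*-dapa against *db/db* mice gave p = 0.3.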

Other observations

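Several tests below were chosen only after the results were seen. These are the tests of single libraries in *db/db* against *db/m* mice and for the number of called genes, of length and GC content in that comparison and on the first component, of S3 cells, of shared *db/db* libraries, of a variant around Gm6300 and of the share of other cells, and the correlations across mice other than that with handling. So were the counts of splits for the lists other than oxidative phosphorylation, fatty acid metabolism and butanoate metabolism in *db/db*-dapa against *db/db* mice and for the lists other than oxidative phosphorylation in *db/db* against *db/m* mice.

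The score of oxidative phosphorylation varied across mice together with that of ribosome and with a trend by transcript length. In each library, the correlation across genes between transcript length and the deviation from the mean of the 9 mice was computed; genes are not independent replicates. It was 0.495 in *db/db* replicate 3 and 0.352 and 0.386 in *db/db*-dapa replicates 2 and 3, and below 0 in the other 6 mice. Over the 9 mice this trend correlated with the oxidative phosphorylation score with Pearson's r = -0.912 (exact permutation test, p = 0.000535, adjusted p = 0.00125 over 7 relations) and Spearman's rho = -0.933 (exact p = 0.00075). Within groups r was -0.919, and without the 2 mice farthest from the median of the trend it was -0.824. The ribosome score and that of oxidative phosphorylation had r = 0.991 (exact p = 2.76e-06, rho = 1). Library size and oxidative phosphorylation had r = -0.644 (exact permutation test, p = 0.0598, adjusted p = 0.0698) and rho = -0.883 (exact permutation test, p = 0.003075). Without the 2 mice farthest from the median size r was -0.887, and within groups it was -0.677. The genes of both lists are short, with a median transcript length of 1129 and 1076.5 bases against 3201 for all genes tested. The trend was computed from the same values as the scores, with short genes included, so their relation is in part built in. Whether the trend is technical or biological was not tested.

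In *db/db* against *db/m* mice, correction of each library for transcript length and GC content brought the median of oxidative phosphorylation from -0.21 to -0.013 and that of ribosome from -0.23 to -0.050. Of 10000 lists matched on mean expression, length and GC content, 77.6% and 59.7% had lower medians than these lists before correction. This is consistent with a difference in the libraries that follows transcript length as a candidate source of both changes. Single libraries are another: without *db/db* replicate 3 the medians were 0.049 and 0.061.

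In *db/db*-dapa against *db/db* mice, the same correction brought oxidative phosphorylation from -0.18 to -0.048, with 47 genes lower and 30 higher (camera, adjusted p = 0.143). None of the 10000 matched lists had a median as low as the list before correction, and 95% of them lay between -0.083 and 0.027. The treatment and a trend with transcript length cannot be told apart for this list, since the correction removed most of the change while matched genes did not share it. For ribosome the correction removed most of the change, from -0.26 to -0.11. None of the 10000 lists matched to ribosome had a median as low as ribosome before correction, and 95% of them lay between -0.086 and 0.017. After correction ribosome still passed with camera (adjusted p = 0.000377) but not with fry (adjusted p = 0.528). The treatment and the trend thus cannot be told apart for ribosome either. With all libraries thinned to the smallest size the medians were -0.197 for oxidative phosphorylation and -0.272 for ribosome. Thinning leaves the expected CPM of a gene unchanged, so this cannot decide whether library size is the source of the fall. With the 10 most abundant genes left out the medians were -0.1795 and -0.257, but TMM scaling already discounts such genes, so this decides nothing. Single libraries may: without *db/db* replicate 2 the medians were 0.013 and -0.066. Handling of the cells before RNA extraction was considered through 30 immediate-early and heat-shock genes, whose score had r = 0.490 with that of oxidative phosphorylation (exact permutation test, p = 0.183; rho = 0.55). Their median in *db/db*-dapa against *db/db* mice was 0.15 (exact p = 0.6 for the score), and this decides nothing.

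Among the 10 splits of the 6 mice into 3 and 3, which cannot give a share under 0.1, all 10 had at least the 0 genes called for *db/db*-dapa against *db/db* mice. Of the 9 other splits 1 called 1231 genes, that of *db/db* replicate 3 and *db/db*-dapa replicates 2 and 3 against *db/db* replicates 1 and 2 and *db/db*-dapa replicate 1. The mice of its first side are those with the highest transcript length trends of the 6. *db/db* replicate 3 may hide changes between the groups or, left out, make the groups differ for other reasons, and 272 genes were called without *db/db* replicate 3. For the lists in *db/db*-dapa against *db/db* mice, as small a camera p was given by 1 split for fatty acid metabolism, fatty acid elongation and protein processing in endoplasmic reticulum, the real one. It was given by 2 splits for butanoate metabolism, 3 for antigen presentation and complement, fatty acid degradation and peroxisome, and 6 for oxidative phosphorylation and ribosome. In *db/db* against *db/m* mice these numbers were 1 for protein processing in endoplasmic reticulum, 4 for butanoate metabolism, 5 for fatty acid metabolism, 6 for peroxisome, 7 for oxidative phosphorylation and ribosome, 9 for antigen presentation and complement and fatty acid elongation, and 10 for fatty acid degradation.

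The first principal component followed library size (r = 0.756, exact permutation test, p = 0.0125, adjusted p = 0.0174; rho = 0.933; r = 0.851 without the 2 mice farthest from the median size and 0.827 within groups) and the transcript length trend (r = 0.959, exact p = 0.000463, adjusted p = 0.00125; rho = 0.933; 0.916 and 0.945). The trend and the component were computed from the same values. After correction for length and GC content the component correlated with itself at 0.998 across the mice, which argues against these properties as the source of the order of the mice. After thinning of all libraries to the smallest size, the first component correlated with itself at 0.9998, which argues against the number of reads alone as the source of that order. The pseudo-F of the 3 groups was then 1.71 in the median of 10 draws (exact permutation test, median p = 0.0482), which argues against the number of reads alone as the source of the separation. Thinning leaves in place any other property of the libraries that goes with their size. The score of 25 proximal tubule markers had r = -0.826 with oxidative phosphorylation (exact p = 0.0062, adjusted p = 0.0109; rho = -0.883), and the median of these markers was 0.29 in *db/db*-dapa against *db/db* mice (20 higher, 5 lower).

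The fall of antigen presentation and complement in *db/db*-dapa mice went with a fall of macrophage markers. The median of 19 macrophage markers was -0.717, with 19 of 19 lower (exact permutation test of the score, p = 0.3). Of the list's 39 genes, 7 are also among the macrophage or lymphocyte markers, and without them its median was -0.40, with 29 lower and 3 higher. Less RNA from leukocytes among the sorted cells is a candidate explanation. Cd74, the most abundant of the macrophage markers, was at 258, 251 and 87.9 CPM in *db/db* and at 259, 126 and 70.6 in *db/db*-dapa mice, so that the groups overlapped. How many genes of the list proximal tubular cells also express cannot be read from these libraries.

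Of 8 marker lists of other cells, 7 were lower in *db/db*-dapa than in *db/db* mice. The medians were -0.66 for collecting duct, -0.64 for endothelial, -1.49 for erythroid, -0.25 for fibroblast and mural, -0.25 for lymphocyte, -0.72 for macrophage, -0.32 for thick ascending limb and distal tubule, and 0.06 for podocyte markers. Aqp2, the most abundant collecting duct marker, was at 204, 115 and 85.9 CPM in *db/db* and at 93.1, 40.8 and 66.3 in *db/db*-dapa mice. Umod, of the thick ascending limb, was at 661, 195 and 294 in *db/db* and at 344, 231 and 330 in *db/db*-dapa mice. Hba-a1, of erythroid cells, was at 41.5, 522 and 34.1 in *db/db* and at 97, 16.3 and 10.2 in *db/db*-dapa mice. The 8 lists were compared in 28 pairs, and 2 pairs moved apart with the smallest p that 3 against 3 allows, about as chance gives. A larger share of other cells in the *db/db* libraries and a change within each kind of cell cannot be told apart, since 3 mice per group leave the pairs undecided.

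The paper reports less pimonidazole staining in the cortex of *db/db*-dapa mice. The median of 24 hypoxia-inducible targets in the sorted cells was 0.200 in *db/db*-dapa against *db/db* mice, with 15 higher and 9 lower (camera, unadjusted p = 0.327), and -0.0194 in *db/db* against *db/m* mice, with 11 higher and 13 lower. The members went both ways, and the score was 6.08 ± 0.022 in *db/db*-dapa, 6.02 ± 0.013 in *db/db* and 5.88 ± 0.14 in *db/m* mice (SD, n = 3 each; exact permutation test, p = 0.1 for both comparisons). The score was higher in each *db/db*-dapa than in each *db/db* mouse, the opposite direction to less hypoxia in treated mice. It was also higher in each *db/db* than in each *db/m* mouse, the direction of more hypoxia in *db/db* mice. With 3 mice per group and members that went both ways, both stay open as hypotheses. Tomm20, which encodes Tom20, was at 285 ± 18.2, 268 ± 26.7 and 294 ± 34.03 CPM in *db/db*-dapa, *db/db* and *db/m* mice (SD, n = 3 each). Atp1b1 had a log2 fold change of 0.02 (standard error 0.18) in *db/db*-dapa against *db/db* mice, which was below 0 with other scalings (-0.050 at a common 75th percentile). In *db/db* against *db/m* mice it was -0.10 (standard error 0.18).

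Of the 194 genes called in *db/db* against *db/m* mice, 76.3% moved the opposite way in *db/db*-dapa against *db/db* mice, with a correlation across genes of -0.56. The 2 comparisons share the *db/db* libraries. Data simulated without an effect of the treatment gave 68.2% to 75.1% in 20 draws (median 72.5%, median correlation -0.56). When the *db/db* mouse compared with the treated mice did not help to choose the genes, 52.9%, 63.7% and 58.3% moved the opposite way. The observed share may come from the shared libraries or from the treatment, and the 2 cannot be told apart because the observed share lies just above the simulated ones.

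Markers of the S3 segment were lower in *db/db* than in *db/m* mice, by a median of -1.15 over 11 genes (9 lower; exact permutation test of the score, p = 0.1). A smaller number of S3 cells would lower markers specific to them alike. Of 10 markers with a mean of at least 10 CPM, 7 lay more than 2 standard errors from the median of the 10 markers, -1.14 on the log2 scale, 4 above and 3 below it. Above it, Slc5a10 was at 0.99 (standard error 0.41) and Slco1a6 at -0.03 (standard error 0.26). Below it, Acy3 was at -1.90 (standard error 0.23) and Slc7a13 at -3.27 (standard error 0.83). Slc22a7 was at -7.66 (standard error 0.39), from at most 2 counts in a *db/db* mouse. Fewer S3 cells and a change of expression within the S3 segment cannot be told apart, since other segments can express some of these markers, which was not tested.

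Kap, named after its values were seen, lies on chromosome 6 from 133849851 to 133853762. It was at 29400 ± 5632 CPM in *db/m*, 2214 ± 854 in *db/db* and 5550 ± 1882 in *db/db*-dapa mice (SD, n = 3 each). Its adjusted p was 0.00117 for *db/db* against *db/m* mice and 0.854 for *db/db*-dapa against *db/db* mice (edgeR's quasi-likelihood test).

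Gm6300, an unprocessed pseudogene on chromosome 3 from 14363117 to 14377587, had 0 counts in each *db/db* and *db/db*-dapa mouse and 30.1 ± 3.72 CPM (SD, n = 3) in *db/m* mice, at least 29.5-fold and 70.6-fold lower (adjusted p = 0.00107 and 0.000681, edgeR's quasi-likelihood test). A gene absent in all mice that carry 2 copies of the *db* mutation could point to a variant between the strains at this place. Within 20 Mb of Gm6300, 0 of the other 79 tested genes were called in *db/db* against *db/m* mice, where 0.978 are expected, too few genes to decide. Pseudogenes can also share reads with their parent genes, which was not tested. In *db/db*-dapa against *db/m* mice, Plg was at least 3.22-fold lower, from at most 1 count in a *db/db*-dapa mouse, and Slc22a7 had a log2 fold change of -6.95 (adjusted p = 3.77e-06).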
